# MSI2 is required for maintaining activated myelodysplastic syndrome stem cells

**DOI:** 10.1038/ncomms10739

**Published:** 2016-02-22

**Authors:** James Taggart, Tzu-Chieh Ho, Elianna Amin, Haiming Xu, Trevor S. Barlowe, Alexendar R. Perez, Benjamin H. Durham, Patrick Tivnan, Rachel Okabe, Arthur Chow, Ly Vu, Sun Mi Park, Camila Prieto, Christopher Famulare, Minal Patel, Christopher J. Lengner, Amit Verma, Gail Roboz, Monica Guzman, Virginia M. Klimek, Omar Abdel-Wahab, Christina Leslie, Stephen D. Nimer, Michael G. Kharas

## Abstract

Myelodysplastic syndromes (MDS) are driven by complex genetic and epigenetic alterations. The MSI2 RNA-binding protein has been demonstrated to have a role in acute myeloid leukaemia and stem cell function, but its role in MDS is unknown. Here, we demonstrate that elevated MSI2 expression correlates with poor survival in MDS. Conditional deletion of Msi2 in a mouse model of MDS results in a rapid loss of MDS haematopoietic stem and progenitor cells (HSPCs) and reverses the clinical features of MDS. Inversely, inducible overexpression of MSI2 drives myeloid disease progression. The MDS HSPCs remain dependent on MSI2 expression after disease initiation. Furthermore, MSI2 expression expands and maintains a more activated (G1) MDS HSPC. Gene expression profiling of HSPCs from the MSI2 MDS mice identifies a signature that correlates with poor survival in MDS patients. Overall, we identify a role for MSI2 in MDS representing a therapeutic target in this disease.

## Abstract (web summary)

Several studies have recently demonstrated the role of the MSI2 RNA binding protein in normal and malignant haematopoietc stem cells. In this study, the authors show that MSI2 is required for maintaining myelodysplastic syndrome stem cells in mice and that MSI2 expression predicts poor prognosis in patients affected by this disease.

The majority of haematological disorders involving the myeloid lineage are thought to be of stem cell origin, including myeloproliferative diseases, myelodysplastic syndromes, acute myeloid leukaemia and acquired or heritable bone marrow failure syndromes^1^,^2^,^3^. In each instance, dysregulation of normal stem cell function is thought to contribute to the disease phenotype. Moreover, stem cell characteristics are modulated by a variety of developmental pathways and regulators. Recent studies of MSI2 in normal and malignant hematopoietic stem cell (HSC) biology suggested that MSI2 might play a role in myelodysplastic syndromes (MDS)^4^,^5^,^6^,^7^,^8^,^9^,^10^,^11^. It was previously reported that *MSI2* expression in MDS was reduced in patients with low-risk and high-risk MDS compared with normal CD34 cells^7^. However, in this study there was a subset of MDS patients with excess blasts with increased *MSI2* (ref. 7). The functional importance of MSI2 in MDS therefore remains unclear. We examine previously published expression data sets and patient samples to find that MSI2 is increased in high-risk MDS patients. Additionally, we utilize MSI2 loss and gain of function approaches in the context of a mouse model of MDS and find that MSI2 is required for MDS.

## Results

### Elevated MSI2 expression predicts poor survival in MDS

In our examination of a previously published expression data set, we found that *MSI2* expression was increased in CD34^+^ population in high-risk MDS patients (refractroy anemia with excess blasts; RAEB) compared with healthy individuals that were not age matched or Low-Risk MDS (Refractory Anemia; RA or refractory anemia with ringed sideroblasts; RARS), Fig. 1a)^12^. Elevated MSI2 levels correlated with a poor clinical survival (Fig. 1b and Supplementary Fig. 1a). In line with the microarray data, high-risk MDS patients had increased intracellular MSI2 in their CD34^+^CD38^−^ cells compared with low-risk MDS patients and healthy individuals (Fig. 1c,d). Altogether, the MDS patient data suggests that the level of *MSI2* expression correlates with disease subtype and clinical outcome. In contrast to the acute myelogenous leukemia (AML) patient data, where elevated *MSI2* expression correlates with FLT3-ITD/NPM1 mutations^5^,^8^,^9^,^11^, MDS patients do not typically harbour these mutations. Due to the low number of patients with recurrent mutations in this study, we are unable to correlate MSI2 levels with individual mutations (Supplementary Table 1).

### Msi2 is required for MDS

To test if Msi2 could be functionally important in MDS, we utilized a murine model of MDS. The *NUP98-HOXD13* transgenic model (*NHD13*) recapitulates many of the salient features of MDS, including neutropenia, lymphopenia and hypercellular or normocellular bone marrow at 4–7 months^13^,^14^,^15^,^16^. Also, 12–17% of the marrow contains dysplastic erythroid, myeloid and rare megakaryocytic cell types^13^. Similar to patients with MDS, a significant cohort of the primary mice can progress and develop an aggressive AML. However, if the bone marrow of *NHD13* mice is transplanted, the recipient animals succumb to a fully penetrant but non-lethal form of MDS that rarely progresses to AML (ref. 15). Although the *NHD13* transplanted bone marrow cells engraft poorly, they still retain the clinical features of MDS (∼10–20% peripheral blood chimerism)^15^. Utilizing intracellular staining for MSI2, we found a significant albeit modest increase in MSI2 levels in the bone marrow of 44% of NHD13 pre-MDS, 50% of MDS, and 80% of AML animals (Fig. 1e and Supplementary Fig. 1b). The significant increase in MSI2 was also observed within the sorted progenitors from pre-MDS animals (Supplementary Fig. 1c,d).

In agreement with MDS patient data, we observed an increase in the expression of MSI2 in the *NHD13* mice during disease progression. These data suggested that altering MSI2 levels in the *NHD13* model could alter the disease fate. To test this hypothesis, *Msi2* conditional knockout were crossed with the *NHD13* mice and then transplanted into congenic recipients (Fig. 2a,b). The chimerism in the peripheral blood and at the level of the haematopoietic stem and progenitor cell (HSPC) was significantly reduced one month after pIpC-mediated deletion (Fig. 2c,d). *Msi2* deletion resulted in the loss of the *NHD13*-expressing cells and a reversal of MDS-like disease that included an increase in white blood cell (WBC) counts, red blood cells and platelets (Fig. 2e–g). When the mice were analyzed 14 months after transplantation there was a trend towards reduced spleen weight, normalized WBC counts and significantly reduced chimerism in the HSPCs and in progenitors (Supplementary Fig. 2a–c). Despite the fact that some of the mice had detectable donor chimerism, the donor myeloid cells were mainly absent and the few remaining donor cells retained MSI2 expression indicating that the deleted cells were selected against (Supplementary Fig. 2d,e). Nevertheless, these mice did not have detectable dysplastic cells or leukaemia in their bone marrow (Supplementary Fig. 2f).

### MSI2 overexpression in MDS drives transformation

We next assessed if forced MSI2 expression could alter the disease course using the same model of MDS. Of note, MSI2 overexpression by itself does not result in leukaemic transformation^5^. We utilized our previously described inducible MSI2 overexpressing mouse model that can be controlled with doxycycline (*KH2-Col1A1-tet-on-MSI2/ROSA26*-rTTA) and crossed them with the *NHD13* mice^5^. Control (C57BL/6), *NHD13* or *NHD13/MSI2* bone marrow was transplanted into congenic mice and then allowed to engraft before MSI2 was induced (Fig. 3a). After 5 months the *NHD13/MSI2* overexpression mice started to succumb to lethal myeloid diseases while the *NHD13* mice had symptoms of a mild MDS. The *NHD13/MSI2* mice had reduced WBC (5/25) or elevated WBC counts, reduced red blood cell counts, increased mean corpuscular volume and increased chimerism in the blood at 5 months post-transplantation compared with the control and the *NHD13* mice (Fig. 3b–e). We observed increased immature myeloid cells in the peripheral blood, and all of the MSI2 overexpressing *NHD13* mice eventually succumbed to various lethal myeloid diseases including MPN/MDS or an AML/MDS with a median latency of 228 days (Fig. 3f–h and Supplementary Fig. 3a–g). At end point, we found that the *NHD13/MSI2* mice had a more severe disease burden based on increased spleen and liver weights compared with the control and *NHD13* mice (Fig. 3i,j). The *NHD13* mice showed signs of a MPN/MDS or MDS disease, but only 3 out 15 mice died of a characterized myeloid disease (AML/MDS *n*=2, MDS *n*=1, and one mouse was found dead and another died of a non-myeloid disease; Fig. 3i,j). Serial transplantation of the *NHD13/MSI2* demonstrated reduced latency further supporting the idea that MSI2 overexpression resulted in a clonal myeloid disease (Fig. 3k and Supplementary Fig. 3h). We secondarily transplanted the *NHD13* AMLs and then compared the disease burden to the secondary transplants from the *NHD13/MSI2* mice. Despite the fact that both groups had myeloid disease, the *NHD13/MSI2* group retained their more aggressive phenotype compared with the *NHD13* AMLs indicated by the increased spleen and liver weights (Supplementary Fig. 3i,j).

### MSI2 maintains activated MDS stem and progenitor cells

We then determined if MSI2 overexpression was required to maintain the disease. Thus, we transplanted *NHD13/MSI2* overexpressing mice into secondary recipients with or without doxycycline feed. Mice that were maintained on doxycycline and expressed MSI2 rapidly formed a lethal myeloid disease, while the majority of mice that were no longer being induced survived significantly longer (median, 96 versus 303 days; Fig. 3l,m and Supplementary Fig. 3k–t). Moreover, in mice that were no longer induced and died at the same time as the mice in the induced group, we were still able to detect high levels of intracellular MSI2 suggesting selection for constitutive activation *in vivo* (Fig. 3n). Similarly, a mouse that died later also demonstrated leaky MSI2 expression albeit at lower levels compared with the mouse that died earlier. Overall, in all the mice that died of leukaemia, MSI2-positive cells were detectable. However, mice killed at the experimental end point that remained disease free, we found that the chimerism was either low or undetectable (Fig. 3o). To further examine if transient withdrawal of MSI2 expression could also delay the leukaemia, we transplanted *NHD13/MSI2* cells and waited 2 weeks to induce MSI2 expression (Fig. 3p). We observed a delay in the myeloid leukaemia (312 days compared with 96 days) in the control, and these leukaemias relapsed with MSI2 positivity, providing evidence that MSI2 overexpression must be sustained to maintain disease.

*NHD13* haematopoietic cells have a block in their differentiation at the HSC to multipotent progenitors (MPP) stage and have dramatically reduced numbers of HSPCs (ref. 16; Fig. 4a,b). MSI2 induction for 5 days resulted in an increase in the percentage of phenotypic LSKs (Lin-Sca1^+^Kit^+^ cells) and a decrease in the phenotypic HSCs, but no difference in the frequency of the myeloid or erythroid progenitors (Fig. 4a–c and Supplementary Fig. 4a). Interestingly, if the 5-day-induced *NHD13/MSI2* cells were then transplanted in the absence of doxycycline to turn off MSI2, we observed reduced chimerism at 1 month (Fig. 4d). Alternatively, when non-induced bone marrow was engrafted and then activated for MSI2, the LSK compartment was expanded at 1 month (Supplementary Fig. 4b), and in the diseased *NHD13/MSI2* mice LSKs and myeloid progenitors (granulocyte-monocyte progenitor (GMP) and common myeloid progenitor (CMP)) were increased compared with the *NHD13* mice (Fig. 4e and Supplementary Fig. 4c). Similarly to the 5-day induction the chimerism of the phenotypic HSCs (LSK^+^CD150^+^;CD48) was reduced in the diseased *NHD13/MSI2* compared with the *NHD13* and the control animals. We then profiled the cell cycle status of the HSPCs using Brdu incorporation and Hoechst staining and found reduced cell death (sub-G1) and increased percentage of cells in G1, which suggests the accumulation of more activated HSPCs (Fig. 4f,g). Taken together with the previous data, MSI2 expression maintains a more aggressive myeloid disease and a more activated HSPC.

To further characterize how MSI2 alters the *NHD13* MDS programme in the dysregulated stem cell compartment, we performed transcriptome profiling in the HSPCs (LSK) from transplanted mice after 3 months of doxycycline administration and before the mice demonstrate any disease phenotype. 

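Libraries were made from the RNA of sorted LSKs, the Lin−Sca1+Kit+ fraction of the bone marrow that holds the haematopoietic stem cells and multipotent progenitors. The groups were 3 control, 2 NHD13 and 4 NHD13/MSI2 libraries, as in the legend of Fig. 4h. By that legend the recipients were analysed 4 months after transplantation and 3 months after the start of MSI2 induction, whereas the sample labels give an age of 4 months. The labels name LSK as the cell type of all 9 libraries, although the library names of control replicates 2 and 3 carry the words MPP and HSC and that of control replicate 1 carries the word bulk. The authors deposited the number of reads counted on each gene symbol, as whole numbers without normalization. The paper's text does not name the aligner, the counting program or the genome build, and it names the DESeq package and the Benjamini-Hochberg procedure for the differential analysis. Between 19845569 and 23013493 reads per control library were counted on named genes, with a median of 22877609. The totals of the NHD13 libraries were 20318252 and 19242153, and those of the NHD13/MSI2 libraries lay between 19625590 and 22777286, with a median of 20280791. In the deposited table the names that follow the March genes in alphabetical order stand 2 rows above the counts they belong to, so 11942 names were moved down by 2 rows and 13 rows among the March genes were left without a name. The fold changes of the paper's Supplementary Data 2 served to set this alignment. Over 726 to 922 genes named after the March genes, the median absolute difference between the paper's log2 fold changes and the log2 ratios of the mean CPM of the table, without TMM normalization, was 1.07 with the names as deposited, 0.23 after a move of 2 rows and at least 1.01 after a move of 1, 3 or 4 rows. All 9 libraries were then fitted in a single model by edgeR's quasi-likelihood method with TMM normalization, over the 13355 genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg procedure.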

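The genes that bear on the labels were examined in each library. Msi2 lies on the minus strand of chromosome 11 of GRCm38 from 88339382 to 88718513 (GENCODE M21). Its TMM-normalized CPM (counts scaled to the library size) were 268 ± 46.4 (SD, n = 3) in the control libraries, 125 ± 19.9 (SD, n = 2) in the NHD13 libraries and 122 ± 79.5 (SD, n = 4) in the libraries labelled NHD13/MSI2. Replicate 4 of the last group was at 241 CPM and replicates 1 to 3 were at 88.0, 77.1 and 82.8 CPM. The log2 fold change of Msi2 in the libraries labelled NHD13/MSI2 over NHD13 was −0.028 (standard error 0.44, adjusted p = 0.983, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 4 it was −0.58, with an adjusted p of 0.0444 from the same test, the lowest among the alternatives tried, which reached an adjusted p of 1. Against the 5 other libraries together, the labelled libraries were not separated in Msi2 CPM (two-sided exact permutation test over 126 splits, p = 0.151). Msi2 counts were therefore not higher in the libraries labelled NHD13/MSI2, and the directions given for this group rest on its label. Reads of an MSI2 transgene from another species would count towards the mouse gene only as far as they aligned to it, and this was not tested. Hoxd13 (chromosome 2, 74668310 to 74671599, plus strand) had 0 counts in each control library, which allows up to 3 counts. That is at most 0.151 CPM before the TMM factors are applied. The TMM-normalized level of Hoxd13 was 0.761 ± 0.0289 CPM (SD, n = 2) in NHD13. It was 0.911 ± 0.217 CPM (SD, n = 4) in the libraries labelled NHD13/MSI2. These floors cover counting error only. Xist, which is transcribed from the inactive X chromosome of female cells, was at 888 and 866 CPM in control replicates 1 and 3, at 2.33 CPM in control replicate 2 and at most at 1.90 CPM in the NHD13 and labelled NHD13/MSI2 libraries. The Y-linked gene Eif2s3y was at 138 CPM in control replicate 2, at 132 ± 15.0 CPM (SD, n = 2) in NHD13, at 178 ± 1.67 CPM (SD, n = 4) in the labelled NHD13/MSI2 libraries and at most at 0.123 CPM in control replicates 1 and 3. Comparisons with the control group therefore set libraries with Y-linked counts against a mixture.

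**Figure D1:**
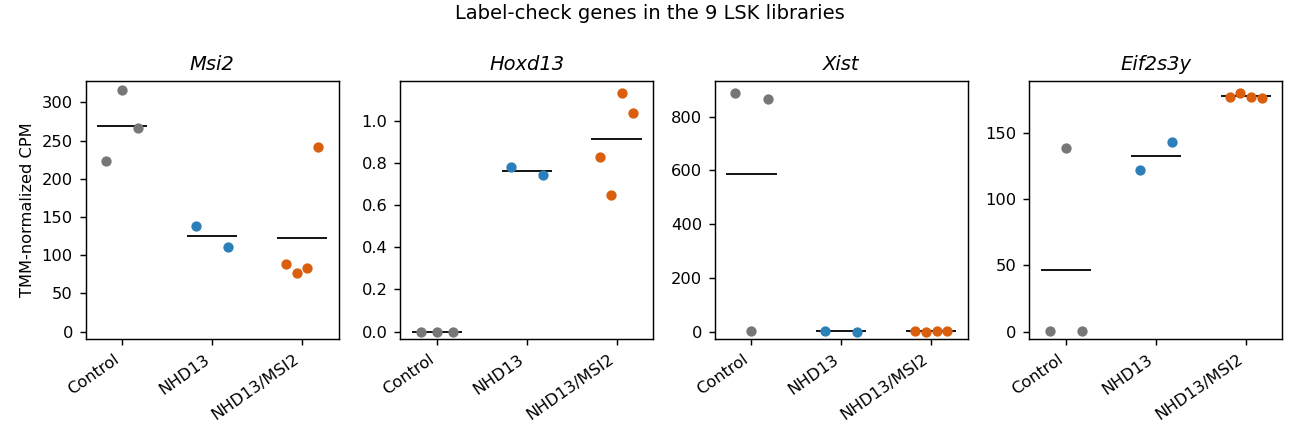
TMM-normalized CPM (vertical axes, linear, a separate scale for each gene) of Msi2, Hoxd13, Xist and Eif2s3y in the 9 LSK libraries. Each point is a library and each bar a group mean; Msi2 is at 77.1 to 88.0 CPM in replicates 1 to 3 of NHD13/MSI2 and at 241 CPM in replicate 4, and Xist is high only in control replicates 1 and 3.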

To elucidate the *NHD13/MSI2* expression programme, we utilized a generalized linear model that identified 891 significant genes (q-value <0.01, generalized linear model), of which 137 genes were upregulated (log2 fold change >0) and 754 genes were downregulated (log2 fold change ≤0). 

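At an adjusted p under 0.01, 423 genes differed between the libraries labelled NHD13/MSI2 and the NHD13 libraries, of which 78 were higher and 345 lower, so that 81.6% of the calls were lower. The same model called 1474 genes against the control libraries (599 higher and 875 lower), 138 genes between NHD13 and control (110 higher and 28 lower), and 1189 genes in a joint test of the 3 groups. The number of calls for the first contrast depended on the fit. It fell to 30 when only the NHD13 and NHD13/MSI2 libraries entered the model, the lowest among the alternatives, and it was 1286, the highest, with DESeq2, where 69.1% of the calls were lower. With replicate 4 of NHD13/MSI2 left out it was 646, of which 67.3% were lower. The fits that each left out a control library gave 153, 156 and 167 genes, and those that left out replicate 1, 2 or 3 of NHD13/MSI2 gave 179, 182 and 221. A mean of at least 50 counts was reached by 76 of the higher and 304 of the lower genes. In 85 of the 345 lower genes every NHD13/MSI2 library was at or under 3 counts, so that any fold given for such a gene is computed against that floor, as a lower bound. Among the genes that rose most, Fbp1, on the minus strand of chromosome 13 of GRCm38 from 62864753 to 62888282 (GENCODE M21), went from 29.8 ± 25.7 CPM (SD, n = 2) in NHD13 to 874 ± 168 CPM (SD, n = 4), a log2 fold change of 4.87 (standard error 0.59, adjusted p = 0.00208, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test the log2 fold change was 4.75 for Fcer2a (adjusted p = 0.00972), 4.35 for Erbb3 (adjusted p = 0.00189) and 4.27 for Gm13710 (adjusted p = 0.00623). Bdh2 was undetected in NHD13 and at 2.31 ± 1.76 CPM (SD, n = 4) in NHD13/MSI2, at least 16.2-fold higher (adjusted p = 0.00642, same test). It stayed below the control level of 14.7 ± 0.539 CPM (SD, n = 3). The mean behind the 16.2-fold bound leans on replicate 3 of NHD13/MSI2. Bdh2 was at 4.93 CPM there and at 1.23 to 1.70 CPM in the other NHD13/MSI2 libraries. Among the genes that fell most, Casq2, on the plus strand of chromosome 3 from 102086415 to 102146514, was at 34.1 and 585 CPM in the NHD13 libraries and at 3 counts or fewer in every NHD13/MSI2 and control library, at least 1948-fold lower than the NHD13 mean (adjusted p = 0.000916, same test). This fall follows the NHD13 libraries, which were themselves above control. Nav3 was at least 83.7-fold lower (adjusted p = 0.00674), Evc2 at least 53.5-fold (adjusted p = 0.0041), Bex1 at least 53.3-fold (adjusted p = 0.00604) and Lancl3 at least 46.3-fold (adjusted p = 0.00157), all by that test. The NHD13 libraries differed widely from each other at several of these genes, and in Nav3, Bex1 and Casq2 their SD was larger than their mean. Values of the higher genes also hang on single NHD13 libraries, as the log2 fold change without NHD13 replicate 1 or 2 was 8.13 and 3.87 for Fcer2a, 6.26 and 4.23 for Fbp1, 5.51 and 3.77 for Erbb3 and 5.06 and 3.82 for Gm13710, with no test. In the fit of the NHD13 and NHD13/MSI2 libraries alone, none of these genes was past the threshold. The adjusted p there was 0.0205 for Fbp1, 0.0169 for Erbb3, 0.016 for Gm13710, 0.0478 for Bdh2, 0.0115 for Casq2, 0.0384 for Evc2 and 0.0265 for Lancl3. Their lowest adjusted p came from DESeq2, between 1.21e-22 for Fbp1 and 8.2e-06 for Bdh2. In each fit that left out a control or NHD13/MSI2 library, Fbp1, Erbb3, Casq2 and Lancl3 were past the threshold. Of these fits, Fcer2a, Nav3 and Bex1 were past it only without replicate 4 of NHD13/MSI2 (adjusted p = 0.00744, 0.00685 and 0.00589), Bdh2 only without replicate 3 or 4 of NHD13/MSI2, Gm13710 only without control replicate 1 or replicate 4 of NHD13/MSI2, and Evc2 only in the fits that kept all the controls. Over the alternatives the adjusted p ran from 7.76e-09 to 0.0459 for Fcer2a and from 1.12e-11 to 0.0519 for Bex1. For Nav3, with its name realigned, the adjusted p ran from 5.36e-11 to 0.052. In each of these genes the lowest came from DESeq2 and the highest from the fit of the 2 groups alone.

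**Figure D2:**
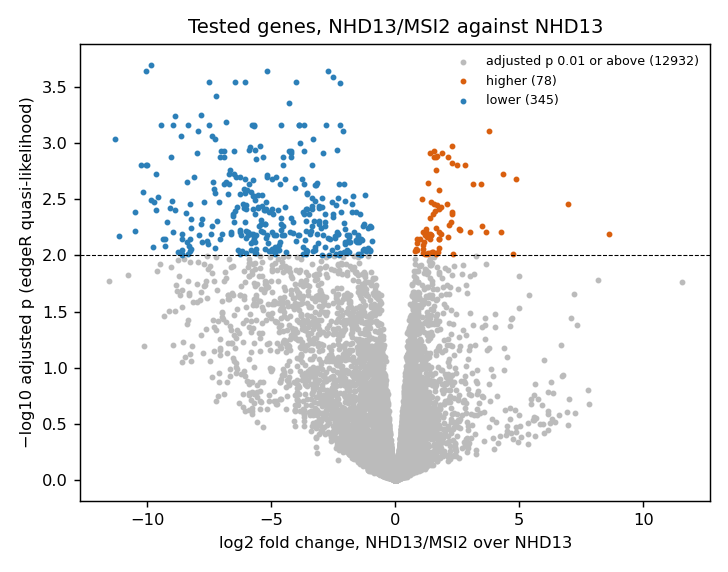
Log2 fold change of NHD13/MSI2 over NHD13 (horizontal axis) against −log10 of the adjusted p from edgeR's quasi-likelihood test (vertical axis) for the tested genes, where each point is a gene and the dashed line is an adjusted p of 0.01. The 78 higher and 345 lower genes are coloured; fitted values of genes at or under 3 counts in every library of a group are not bounds on their change.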

We then matched the gene signature to human homologues (690 genes; Supplementary Data 1) and created a heatmap after unsupervised hierarchical clustering, which separated the samples into their respective groups (Fig. 4h).

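The copy of Supplementary Data 1 used here holds 689 genes, against the paper's 690, and 688 of them were found in the count table. The libraries were clustered on these genes by complete linkage on the Euclidean distance of gene-wise Z-scores of log2 CPM (prior count 2), the default of the heatmap function that the paper names. Divided into 3 clusters, the libraries fell into the control, NHD13 and NHD13/MSI2 groups without exception (adjusted Rand index 1, where 1 is a complete match with the groups). The index was also 1 with average linkage on correlation distance, with centring in place of Z-scores, with the 500 most variable genes, and with each library left out in turn. The genes of the list had been chosen on these libraries, so the separation is not independent of the choice. With all 13355 tested genes the adjusted Rand index was 0.43. Replicate 4 of NHD13/MSI2 then formed a cluster of its own, the other 3 NHD13/MSI2 libraries another, and the NHD13 libraries clustered with the controls. Pearson's correlation of log2 CPM across genes, which are not independent replicates, was 0.972 to 0.979 between control libraries, 0.937 between the NHD13 libraries and 0.943 to 0.973 between NHD13/MSI2 libraries, the 3 lowest of these involving replicate 4.

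**Figure D3:**
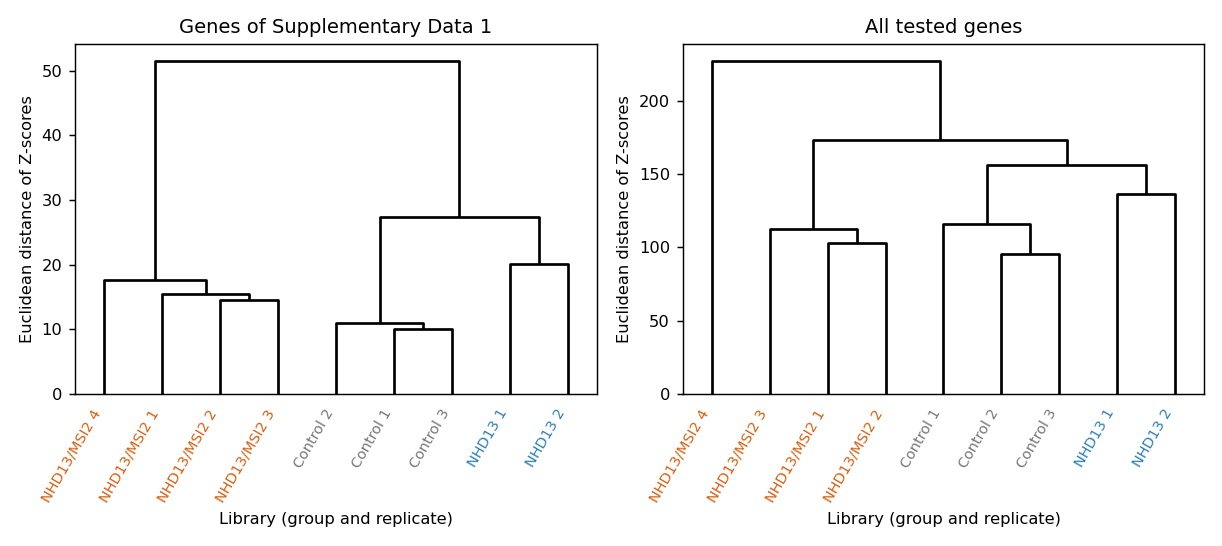
Complete-linkage clustering of the 9 libraries on the genes of Supplementary Data 1 (left) and on all tested genes (right); the horizontal axis gives the library by group and replicate and the vertical axis the Euclidean distance of gene-wise Z-scores at which branches join. On the left the 3 groups form 3 branches, and on the right replicate 4 of NHD13/MSI2 joins last.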

To functionally annotate our RNA-sequencing, we performed gene set enrichment analysis^17^ on all curated gene sets in the molecular signatures database (http://www.broadinstitute.org/msigdb; 3,256 gene sets) combined with an additional set of relevant gene sets (92 gene sets from our experimentally derived or published haematopoietic self-renewal and differentiation signatures^4^,^17^; rank list; Supplementary Data 2). We found 14 gene sets that were enriched for genes that were upregulated and 29 gene sets enriched for downregulated genes (Supplementary Tables 2 and 3). The top ranked gene sets included enrichment in an *NRAS* activated signature^18^, a reduced quiescent phenotype^19^ and a more progenitor-like cell (Fig. 4i–k). 

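The curated gene sets of the enrichment analysis were not used here. Short lists of general marker genes took their place, written after the paper's supplementary gene lists had been read and before the counts were seen, and tested on the fold change of the libraries labelled NHD13/MSI2 over NHD13 with limma's camera at a preset correlation of 0.01, adjusted over 14 lists. The list of 20 haematopoietic stem cell (HSC) genes was lower, with a median log2 fold change of −4.25 (adjusted p = 6.88e-20), and 17 of its genes had a negative fold change. At an adjusted p under 0.01 over all tested genes, 13 of the 20 were lower; adjusted over the list alone, 15 were lower and 2 higher. As 15 of the 20 genes are in Supplementary Data 1, this list is not independent evidence. Within it, Hlf went from 18.1 ± 11.3 CPM (SD, n = 2) in NHD13 to 0.325 ± 0.322 CPM (SD, n = 4), a log2 fold change of −5.86 (standard error 0.60, adjusted p = 0.00108, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over its alternatives the adjusted p ran from 9.75e-18 with DESeq2 to 0.0227, past the threshold no longer, in the fit of the 2 groups alone. Mecom moved the other way, from 397 and 136 CPM in the NHD13 libraries to between 1187 and 1700 CPM in the NHD13/MSI2 libraries, a log2 fold change of 2.36 (standard error 0.45, adjusted p = 0.0124, same test). The list of 16 granulocyte-monocyte progenitor (GMP) genes was higher, with a median log2 fold change of 0.64 (adjusted p = 0.000176), and 14 of its genes had a positive fold change. The rise rested on replicates 1 to 3 of NHD13/MSI2, where the mean log2 CPM of this list was 6.57 to 7.02. In replicate 4 it was 5.71, below both NHD13 libraries (5.92 and 5.75). Without NHD13 replicate 1 or 2 the median of this list was 1.03 and 1.07, with no test. Of these genes, Csf1r and Csf3r were called over all tested genes, with log2 fold changes of 1.71 (adjusted p = 0.00927) and 1.43 (adjusted p = 0.00336) by edgeR's quasi-likelihood test, and 3 genes were called adjusted over the list alone. Among the fits that left out a control or NHD13/MSI2 library, Csf1r was past the threshold only without replicate 4 of NHD13/MSI2 (adjusted p = 0.00516), and over all its alternatives the adjusted p ran from 8.86e-07 with DESeq2 to 0.0325 in the fit of the 2 groups alone. That of Csf3r ran from 2.12e-10 to 0.03 under the same alternatives, and without control replicate 2 it was 0.0102. Under fry, a rotation test, the adjusted p was 0.0157 for the HSC list and 0.109 for the GMP list, and with an estimated correlation in camera it was 0.311 and 0.429. The HSC call therefore held under fry and neither call held with the estimated correlation. A list of 12 quiescence genes had a median log2 fold change of −0.43 (camera, adjusted p = 0.842), with 5 genes higher and 7 lower; the median was 0.31 without NHD13 replicate 1 and −0.21 without replicate 4 of NHD13/MSI2. Of the 10 genes of RAS-MAPK output, 9 were tested, with a median log2 fold change of 0.32 (adjusted p = 0.808, same test). Their members moved apart, as Dusp6 was higher (log2 fold change 1.41, adjusted p = 0.0161), Spry2 was lower (−2.52, adjusted p = 0.0623) and Spry4 was at least 8.86-fold lower (adjusted p = 0.0186) by edgeR's quasi-likelihood test. Over the alternatives the adjusted p of Dusp6 ran from 4.08e-05 with DESeq2 to 0.0538 in the fit of the 2 groups alone. Spry4 was past 0.01 with DESeq2 (adjusted p = 0.000631), and its adjusted p reached 0.108. As Spry4 was at 2.71 CPM in NHD13 replicate 1 and at 2 counts in NHD13 replicate 2, its fall rests on the first of these libraries. Spry2 was past 0.01 without replicate 4 of NHD13/MSI2 (log2 fold change −3.44, adjusted p = 0.00468), the lowest of its alternatives, of which the highest was 0.2. The median of this list was −0.20 without replicate 3 of NHD13/MSI2 and −0.18 without NHD13 replicate 2, and it was 0.62, 0.54 and 0.50 without replicate 1 or 4 of NHD13/MSI2 or NHD13 replicate 1. Nras itself was at 477 and 498 CPM in the NHD13 libraries, at 528, 558 and 594 CPM in replicates 1 to 3 of NHD13/MSI2 and at 2914 CPM in replicate 4, a log2 fold change of 1.24 (standard error 0.69, adjusted p = 0.351, same test), which was 0.22 without replicate 4. The paper ranked the genes by fold change, ran gene set enrichment analysis on the ranked list and, from the top ranked sets, states that the quiescent phenotype was reduced and the cells were more progenitor-like.

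**Figure D4:**
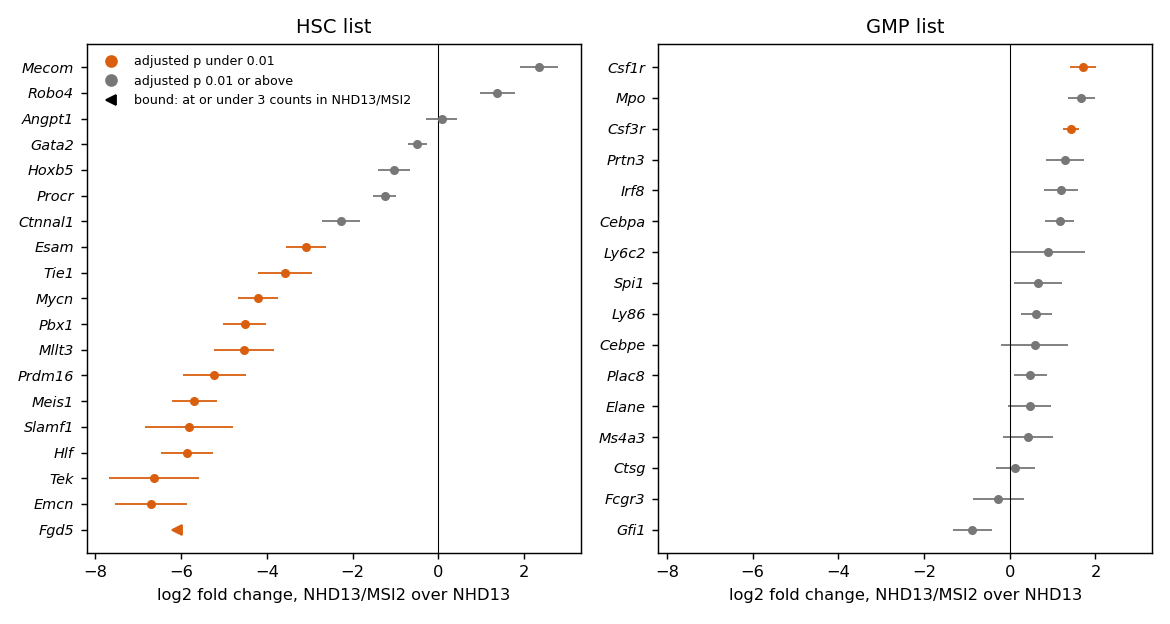
Log2 fold change of NHD13/MSI2 over NHD13 (horizontal axes) for the genes of the HSC list (left) and the GMP list (right). Points are fitted values, bars are the standard error on either side, orange marks an adjusted p under 0.01, and the arrowhead of Fgd5 is a bound, at least 68.3-fold lower. Of the HSC list 19 genes are drawn, of which 3 lie above 0, and of the GMP list 14 of 16 genes lie above 0.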

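Cell cycle genes were examined in the same LSK libraries. A list of 24 genes of the G1 phase and the start of replication (cyclins D and E, Cdk4, Cdk6, E2f1, the Mcm genes and other replication genes) had a median log2 fold change of −0.032 in the libraries labelled NHD13/MSI2 over NHD13 (limma's camera, adjusted p = 0.842), with 11 genes higher and 13 lower. None was past an adjusted p of 0.01, and 1 was higher at an unadjusted p under 0.05. The median depended on single libraries. Without NHD13 replicate 2 it was 0.16 and without NHD13 replicate 1 it was −0.15, with no test in either case, and it was 0.0065 and 0.0091 without replicate 1 or 2 of NHD13/MSI2 and −0.073 without replicate 4. A list of 18 genes of the G2 and M phases had a median of 0.23 (adjusted p = 0.0904, same test), with 15 genes higher and 3 lower. Without replicate 1 of NHD13/MSI2 the list was past an adjusted p of 0.05, with a median of 0.30 (adjusted p = 0.0483), and among the fits that left out a control or another NHD13/MSI2 library the adjusted p ran up to 0.194. None was past an adjusted p of 0.01 and 2 were higher at an unadjusted p under 0.05. The mean log2 CPM of the G1 list was 7.29 ± 0.10 (SD, n = 3) in control, 7.13 ± 0.19 (SD, n = 2) in NHD13 and 7.01 ± 0.04 (SD, n = 4) in the labelled NHD13/MSI2 libraries. Differences in the cell cycle that leave transcript levels unchanged, such as those in DNA content, were not measured in these libraries.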

Taken together with our phenotypic analysis of the HSPC compartment, MSI2 induction increases the cells that are in G1, switching them to a less quiescent and more progenitor-like gene expression signature.

To determine if the MSI2 signature from the murine model of MDS corresponds to patients with MDS, we overlapped the *NHD13/MSI2* RNA-seq (690 genes) with microarray data from control (*n*=17) and MDS patients (*n*=183) (refs 12, 20). After unsupervised clustering of the human microarray data, we obtained four distinct clusters (Fig. 4l). Patients with elevated MSI2 expression were mainly found in Cluster-2, which predicted a poor survival compared with the other clusters (Fig. 4m,n). Our study demonstrates an important functional role of MSI2 in MDS (Supplementary Fig. 4d).

## Discussion

In summary, we found that elevated MSI2 expression predicts poor prognosis in MDS and is required for maintaining the diseased MDS stem cell. Cooperativity with *NHD13* has been associated with various factors including FLT3, MEIS1, P16 and TP53 (refs 16, 21, 22, 23). MSI2 overexpression can act as a cooperating oncogene and drive transformation, accelerate leukaemia and increase disease burden in the context of a MDS mouse model. Additionally, we found reduced apoptosis and a more activated stem cell, suggesting that the altered HSPC may contribute to disease progression. Gene expression profiling of HSPCs from the *NHD13/MSI2* mice generated a signature that overlapped with human MDS and could predict patient outcome. Our lab previously found that MSI2 directly binds to the mRNA of mixed-lineage leukaemia target genes including *Hoxa9*, *Myc* and *Ikzf2*, and regulates the translation of these targets in a mixed-lineage leukaemia-AF9 leukaemia model^9^. Additionally, a recent report showed that Msi2 may regulate the development and propagation of AML through Tetraspanin 3 (refs 24). Future studies will determine how MSI2 alter stem cells in MDS or whether it uses similar mechanisms as in AML.

Several studies have demonstrated that *Msi2* is required for HSPC engraftment^4^,^10^. It is unclear if in the context of suppressed hematopoiesis where few normal HSCs remain, targeting could result in additional toxicity. However, we found that the HSPC population demonstrated a selective advantage and remained addicted to the forced MSI2 expression, as removal of MSI2 overexpression greatly reduced chimerism and reversed the myeloid disease. We propose that the increased expression of MSI2 in the HSPCs in high-risk MDS patients might allow for a therapeutic index in these patients. Our mouse model might provide a context to test how targeting MSI2 might alter the disease. Overall, our study suggests that targeting MSI2 could provide a therapeutic benefit in MDS.

## Methods

### Transgenic mice

*KH2-Col1A1-tet-on-MSI2/ROSA26*-rTTA transgenic mice^5^, backcrossed 10 times to C57BL/6 strain or Msi2 conditional knockout^4^ were crossed with Vav-Tg-*NUP98-HOXD13* mice. The primary donors that were used for transplants were either male or female of 3–4-month-old animals^14^. All animal procedures were approved by the Institutional Animal Care and Use Committee at Memorial Sloan Kettering Cancer Center.

### Non-competitive transplants

Transplants were performed with 2–3 × 10^6^ bone marrow cells from 12–16-week-old C57BL/6 donor mice mixed with 0.2 × 10^6^ CD45.1^+^ helper cells injected into the retro-orbital of lethally irradiated B6.SJL-Ptprc^a^ Pepc^b^/BoyJ recipient mice. Secondary transplants were performed by injecting 1 × 10^6^ bone marrow or spleen cells into sublethally irradiated B6.SJL-Ptprc^a^ Pepc^b^/BoyJ mice.

### Peripheral blood analysis

Peripheral blood was collected from the facial vein using a lancet or retro-orbital cavity using a heparinized glass capillary tube. A compete peripheral blood count was collected using a Hemavet 950 (Drew Scientific).

### Flow cytometry

Flow cytometry experiments were carried out using BD Fortessa, LSRII, or LSRFortessa instruments. Bone marrow and spleen cells collected from mice were subjected to red blood cell lysis before staining. Peripheral blood and leukaemic bone marrow and spleen were immunophenotyped with the following antibodies: CD45.2, CD45.1, Mac1, Gr1, c-Kit, CD71, Ter119 and B220. For stem cell analyses, bone marrow cells were stained with the following antibodies: lineage (Gr1, B220, CD3a, CD4, CD8 and Ter119), Sca1, c-Kit, CD150, CD48, CD16/32 and CD34. MSI2 staining was performed using a rabbit anti-mouse/human MSI2 antibody (Abcam) with a goat anti-rabbit Alexa647 conjugated secondary (Life Technologies). Anti-mouse antibodies were used at 1:200 and secondary antibodies were used at 1:400. Data analyses were performed using the FlowJo software.

### Statistical analyses

To compute *P* values for bar graphs, an unpaired 2-tailed Student's *t*-test was used except where stated otherwise. Error bars reflect the s.e.m., except where stated otherwise. In survival curves, significance was calculated using log-rank analysis. Graph Pad Prism 4.0 and the R statistical environment were used to carry out all statistical analyses.

### *NHD13* RNA-seq analysis

*NHD13* mouse RNA-seq raw data were deposited to Gene Expression Omnibus (GEO) GSE76840. Differential analysis of RNA-seq samples utilized the DESeq package for gene expression analysis^25^. False discovery rate correction of *P* values used for all bioinformatics analyses of this study utilized the Benjamini–Hochberg procedure. Mapping between entrez IDs between mouse and human genes was done using the biomaRt R packages^26^. Heatmap clustering and production was done using the heatmap function found within the NMF package in R (ref. 27).

### Human data analysis and RNA-seq analysis

The clinical microarray samples consist of 183 and 17 healthy controls from anonymized donors that were not age matched, but included elderly patients who underwent hip replacement. MDS patients and 17 controls samples were publically available on GEO with the reference series tag: GSE19429 (ref. 12). The MDS patient samples were collected from several centres: Oxford and Bournemouth (UK), Duisburg (Germany), Stockholm (Sweden) and Pavia (Italy). This study was approved by the ethics committees (Oxford C00.196, Bournemouth 9991/03/E, Duisburg 2283/03, Stockholm 410/03, Pavia 26264/2002) and informed consent was obtained^12^.

The microarray data were downloaded and had gene identifiers in the form of AffyID probes. For *MSI2* we mapped the probes and found that only 4 out of the 9 probes were correctly matched to *MSI2*. We utilized the Spearman correlation coefficient to assess the correlation with the remaining probes and the three probes, which showed a good correlation (1552364_s_at, 243010_at and 243579_at), were then averaged together. These AffyID probes were converted to human and mouse Entrez IDs, which was done using the biomaRt tool in R. The AffyIDs that had human and mouse Entrez IDs were kept as it indicated that the AffyID corresponded to a human gene that had an orthologue in mouse. In the case that several AffyIDs mapped to a single human Entrez ID the corresponding AffyID rows were combined and a mean of their values were taken. This gave one row of mean expression of all Affy probes that corresponded to a human Entrez gene.

Kaplan–Meier curves were generated to gauge survival probability between the samples that had high, low and normal *MSI2* expression. A heatmap was generated using the statistically significant genes derived from the general linearized model. The rows in this expression matrix were log10 transformed and then a *Z*-score was computed for every element in the row. A heatmap was generated using this matrix of *Z*-scores. This heatmap allowed for row and column clustering. The 200 samples which composed this matrix were labelled according to whether the sample was derived from an MDS patient or a control. Additionally, the samples were labelled according to their French–American–British MDS clinical classification. The samples could take 1 of 4 possible classifications: healthy, RA, RA with excess blasts (RAEB) and RARS. Lastly, the samples were also classified according to their *MSI2* expression levels, which could be classed as high *MSI2* expression, low *MSI2* expression or normal *MSI2* expression. *MSI2* expression was classified as high if the *Z*-score for the *MSI2* in a sample was >1. *MSI2* expression was classified as low if the *Z*-score for the musashi2 gene in a sample was <−1. *MSI2* expression was classified as normal if the *Z*-score for the musashi2 gene in a sample was −1≤ × ≤1.

### Age-matched normal individuals and primary MDS patient samples

Normal bone marrows from elderly individuals were obtained from hip replacements and MDS patient samples (PBMCs, low risk; RA *n*=3, RARS *n*=2 and high risk; RAEB-1 *n*=4, RAEB-2 *n*=6) were obtained from the Memorial Hospital Tumor Bank under the protocol IRB Waiver Number: WA0260-12 and HBUC: HBS2012060.

### Cell Cycle analysis

Before 24 h analysis, mice received an intraperitoneal injection of 1 mg kg^−1^ of BRDU. Mice were killed and Lin-Sca1+c-Kit+cells were sorted, fixed with 1.6% paraformaldehyde for 15 min, and permeablized with ice-cold methanol. To prevent cell loss, LSKs were mixed with B220+ splenocytes and subsequently stained with CD34 and Hoechst for cell cycle, and then analysed by flow cytometry.

## Additional information

**Accession codes**: *NHD13* mouse RNA-seq raw data was deposited to GEO under the accession code GSE76840.

**How to cite this article**: Taggart, J. *et al.* MSI2 is required for maintaining activated myelodysplastic syndrome stem cells. *Nat. Commun.* 7:10739 doi: 10.1038/ncomms10739 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-4 and Supplementary Tables 1-3

Supplementary Data 1 List of genes in the signature from the mouse NHD13/MSI2 expression program matched with human homologs.

Supplementary Data 2 Rank list of genes based on fold change comparing NHD13/MSI2 to NHD13 LSKs and used for gene set enrichment analysis.

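The copy of Supplementary Data 2 used here holds 1997 of 11624 rows, sorted downwards from 4.99 to 0.46, so that only genes with positive values could be compared and no overlap or enrichment was tested on it. Of these genes, 1900 were among those tested here. Their values differed from the log2 fold changes of NHD13/MSI2 over NHD13 computed here by a median of 0.0106, 98.6% lay within 0.1, and 99.9% had the same sign. These values had also served to align the gene names, so the comparison is not independent of that step. Against the log2 fold changes of NHD13/MSI2 over control the median difference was 0.35 and 90.5% had the same sign. The values are thus on the log2 scale and belong to the contrast named in the heading of the table, while the legend of Fig. 4i–k also names the control group. The paper's value for Fbp1 is 4.88.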

## Figures and Tables

**Figure 1:**
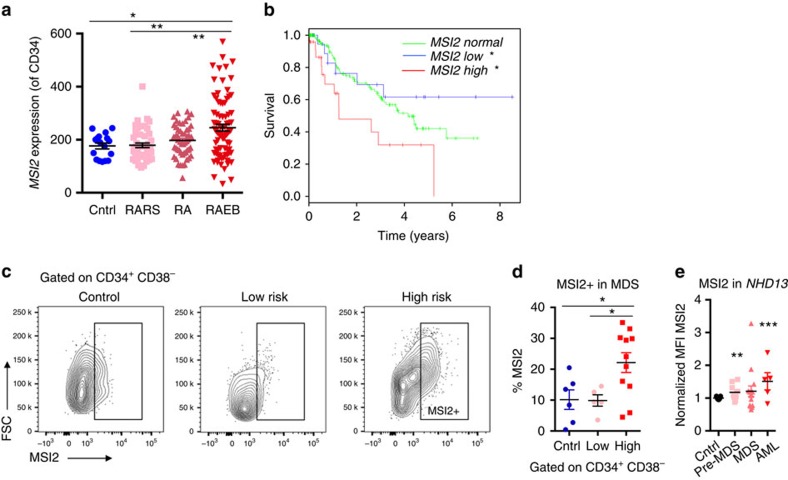
Elevated MSI2 expression predicts poor survival in MDS. (**a**) Microarray expression data (CD34^+^ population) from normal elderly individuals (CD34+; *n*=17) and MDS (*n*=183), RARS, RA, RAEB, *P<0.05, **P<0.01, ***P<0.001 Student's *t*-test mean±s.e.m^12^. (**b**) Overall survival in MDS patients stratified by *MSI2* expression (as high (*Z*-score>1), low (*Z*-score<−1), or normal (−1≤*Z*-score≤1) log-rank test. (**c**). Representative flow cytometric analysis of independent patient cohort of primary patients samples gated on CD34^+^CD38^−^ and stained for intracellular MSI2, age-matched elderly individuals (*n*=6), low risk (RA or RARS; *n*=5) and high risk (RAEB-1, RAEB-2 *n*=10) (**d**). MSI2 positivity summarized from gating of patients in **c**. (**e**) MSI2 intracellular levels in the *NHD13* MDS/AML animal model. Cells are initially gated on MSI2-positive cells (Supplementary Fig. 1 for gating) and median fluorescence intensity (MFI) is normalized to the control (C57BL6 mice), *n*=19. Pre-MDS represents the analysis preformed in *NHD13 *primary or transplanted mice within 1–2 months of birth and before MDS onset (*n*=9), the MDS mice that are older than 2 months or primary transplanted and have low WBC, (*n*=16) and AML samples are from *NHD13 *mice that have transformed to AML (*n*=5), **d** and **e** *P<0.05, **P<0.01, ***P<0.001 Student's *t*-test horizontal line is the mean±s.e.m.

**Figure 2:**
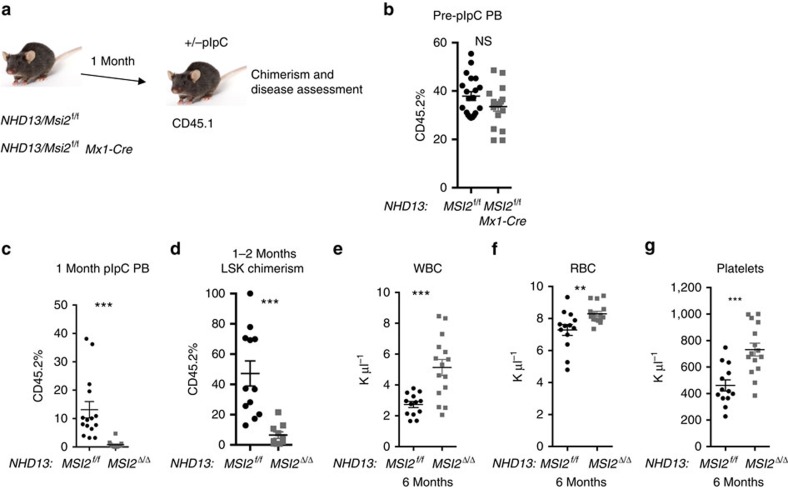
*Msi2* is required to maintain MDS. (**a**) Transplant scheme for Msi2 conditional knockout in *NHD13* MDS model. (**b**) Peripheral blood chimerism 4 weeks posttransplantation as described in **a**, (*NHD13/Msi2*^f/f^ *n*=20 and *NHD13*/*MSI2*^*f/f*^ *Mx1-Cre; n*=18). (**c**) Peripheral blood chimerism 8-weeks posttransplantation (4-weeks post-pIpC treatment; *NHD13/Msi*^f/f^ *n*=15 and *NHD13/Msi2*^*Δ*/*Δ*^*Mx1-Cre; n*=14). (**d**) Chimerism within the haematopoietic stem and progenitor cell compartment from bone marrow aspirates performed 8-weeks posttransplantation, gated on Lin-Sca1^+^Kit^+^ cells, (*NHD13/Msi2*^f/f^ *n*=12 and *NHD13/Msi2*^*Δ*/*Δ*^*Mx1-Cre; n*=10). (**e**) WBC. (**f**) Red blood cells (RBC). (**g**) Platelets at 6 months posttransplant, **f**–**h**, (analysed at 6 months post-pIpC, *NHD13/Msi2*^f/f^ *n*=13 and *NHD13/Msi2*^*Δ*/*Δ*^*Mx1-Cre; n*=15). Data in **b**–**g** are represented two independent transplants *P<0.05, **P<0.01, ***P<0.001, Student's *t*-test horizontal line is the mean±s.e.m.

**Figure 3:**
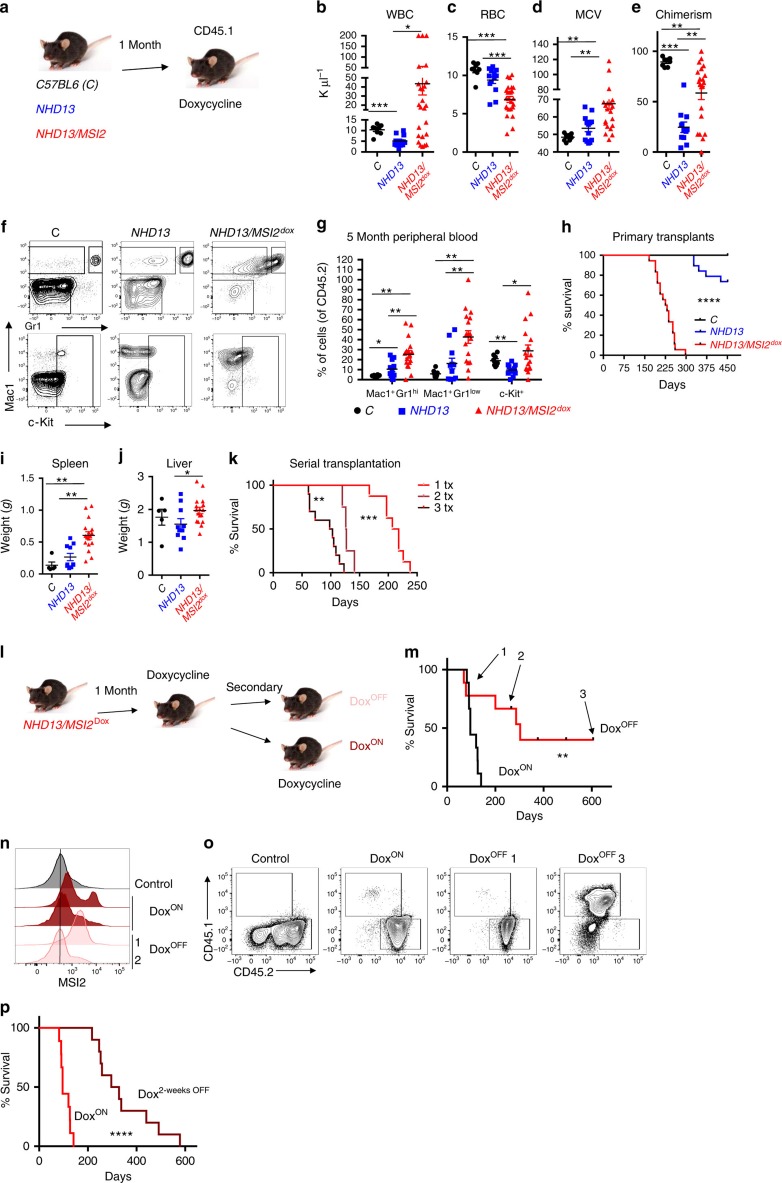
Sustained MSI2 overexpression transforms MDS to a lethal AML. (**a**) Experimental scheme for MSI2 overexpression in the *NHD13* transplant model. (**b**) Peripheral blood analysis 5 months posttransplantation, including WBC. (**c**) Red blood cell count (RBC). (**d**) Mean corpuscular volume (MCV). Data in **b**–**d**, (C; *n*=8, *NHD13*; *n*=13, *NHD13/MSI2*; *n*=25). (**e**) Chimerism (CD45.2) in the peripheral blood 5 months posttransplantation, (C; *n*=8, *NHD13*; *n*=11, *NHD13/MSI2*; *n*=21). (**f**) Representative Mac1, Gr1, and c-Kit staining of peripheral blood from the bone marrow. Mice were analysed 5 months posttransplant and gated on CD45.2^+^ cells. (**g**) Immunophenotyping of peripheral blood 5 months posttransplant. Samples gated as in **e**, data in **f** and **g**, (C; *n*=8, *NHD13*; *n*=11, *NHD13/MSI2*; *n*=17). (**h**) Survival curves of *NHD13* with MSI2 overexpression combined from two independent transplants mice (C; *n*=8, *NHD13*; *n*=15, *NHD13/MSI2*^Dox^; *n*=18). (**i**) Spleen and (**j**) liver weights from healthy mice analysed at the end point or moribund mice, (C; *n*=5, *NHD13*; *n*=10, *NHD13/MSI2*; *n*=17). (**k**) Survival analysis of serially transplanted myeloid disease in the *NHD13/MSI2*^Dox^ mice (primary donor; *n*=8, secondary; *n*=4 and tertiary transplants; *n*=10; transplanted from two independent donors). (**l**) Experimental scheme for testing MSI2 dependence of *NHD13*/*MSI2* AML. The bone marrow from moribund primary *NHD13*/*MSI2* transplanted animals was secondarily transplanted into congenic mice and treated accordingly. (**m**) Survival analysis for doxycycline on/off secondary transplants, (Dox^ON^; *n*=8 and Dox^OFF^; *n*=8 from two independent donors and transplants), Arrows 1, 2 and 3 indicate three representative mice that are described in **n** and **o**. (**n**) Intracellular MSI2 staining by flow cytometry in fixed bone marrows of representative moribund mice described in **m**. (**o**) Representative CD45.1/2 staining of mice at different points in the survival curve from **m**. (**p**) Survival analysis of doxycycline treated *NHD13*/*MSI2* secondary transplants relative to transplants whose recipients had a 2-week delay in doxycycline treatment posttransplant, Dox^ON^; *n*=9 and Dox^OFF^; *n*=10 from two independent transplants). Data in **b**–**k**, are represented two independent transplants *P<0.05, **P<0.01, ***P<0.001, **b**–**e**, **g**,**i** and **j** are Student's *t*-test and horizontal line is the mean±s.e.m and **h**,**k**,**m** and **p**, *P* values assessed by log-rank.

**Figure 4:**
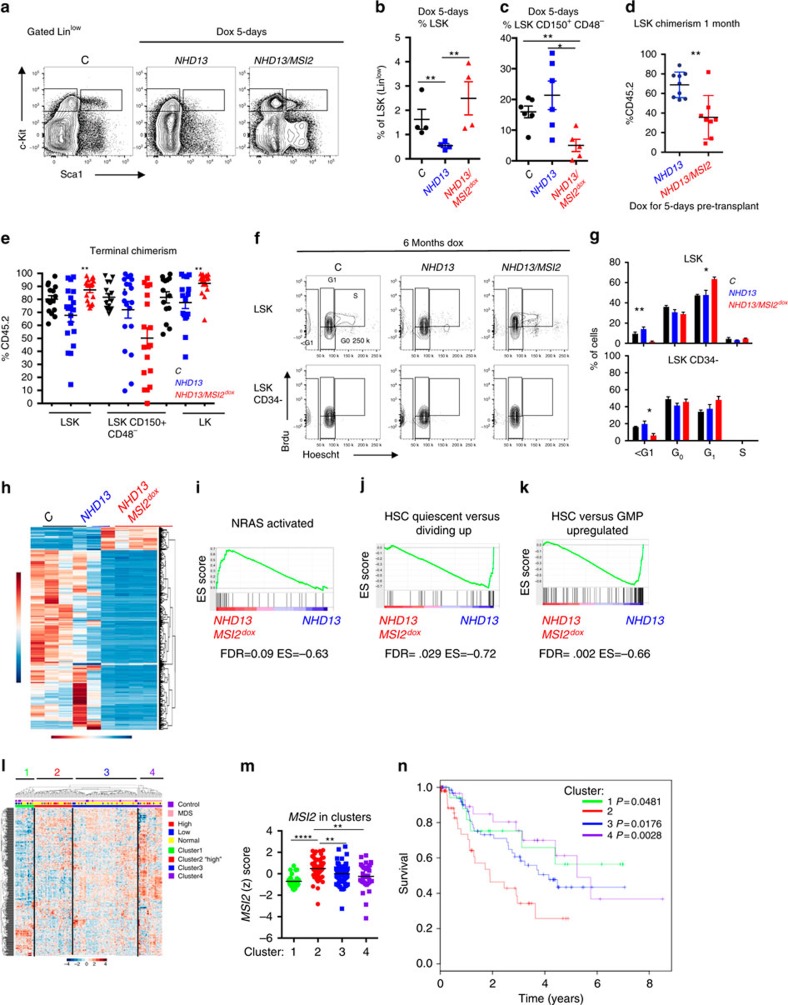
MSI2 overexpression leads to haematopoietic progenitor stem cell expansion. (**a**) Representative flow cytometry of primary animals treated with doxycycline (Dox) for 5 days and live and Lin^−^ gated. (**b**) Percentage of LSK population among the Lin^low^ compartment from primary mice (C; *NHD13* and *NHD13/MSI2*^Dox^; *n*=6, *n*=6 and *n*=5 from five independent experiments). (**c**) Percentage of the HSC (LSK^+^CD150^+^CD48^−^) compartment gated from the LSK^+^ at 1 month transplantation after 5 day dox administration in the primary animals, data representative (C; *NHD13* and *NHD13/MSI2*^Dox^ same as **b**). (**d**) Chimerism (CD45.2) in the LSK compartment at 1 month transplantation after 5 day dox administration in the primary animals, data representative of two independent transplants (*NHD13*; *n*=9, *NHD13/MSI2*^Dox^; *n*=8), (**e**) Terminal chimerism from transplants in Fig. 3 in the gated populations, (C, *NHD13*, *NHD13/MSI2*^Dox^; *n*=11-16 combined from two independent transplants). (**f**) Representative flow cytometric plots from transplanted mice analysed (combined experiments from 3 and 7 months posttransplant) that were injected with Brdu 24 h and then sorted for LSK cells and gated accordingly. (**g**) Data represented in **f**, (*n*=3 for each group combined from two independent experiments). (**h**) RNA-sequencing of LSK sorted cells from primary transplanted animals (4 months posttransplantation and 3 months post MSI2 induction) before disease initiation underwent unsupervised clustering of the differentially expressed genes with human homologues, (C; *n*=3, *NHD13*; *n*=2, *NHD13/MSI2*^Dox^; *n*=4). (**i**–**k**) Gene set enrichment analysis (GSEA) from ranked list of *NHD13/MSI2*^Dox^/*NHD13* versus Control. (**l**) Unsupervised clustering of the mouse *NHD13* signature overlapped with MDS patients. (**m**) *MSI2* expression (*Z*-score) separated based on clustering in **l**. (**n**) Survival of MDS patients based on clusters from the *NHD13/MSI2* signature (**l**,**m**). Data in **b**–**e**,**g** and **m** *P<0.05, **P<0.01, ***P<0.001, are Student's *t*-test and the horizontal line is the mean±s.e.m and **n**, *P* values are displayed and calculated with log-rank.

How the deposited data were processed for this re-analysis (not part of the article)

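The data are RNA-seq counts of LSKs from mice transplanted with control, NHD13 or NHD13/MSI2 bone marrow, with 3, 2 and 4 libraries. Samples were assigned to groups from the sample labels and the column names, and the group sizes match the legend of Fig. 4h. Each of the 9 columns of the table matched a single sample. The authors deposited whole-number counts per gene symbol, 1 column per library, with no normalization and no pooling; the aligner, the counter and the genome build are not named in the paper's text. The table has 24073 rows, of which 24071 carry a name and the last 2 are blank. The blank rows hold 0.0031% to 0.0082% of a library. Because 2 blank rows stand at the end, and the names after the March genes matched the paper's fold changes only 2 rows further down, these names (49.6% of the named rows) were moved down by 2 rows. The 13 rows among the March genes whose name could not be settled hold 0.0253% to 0.0323% of a library and were left out. The 2 blank rows at the end received names in the move, which gives 24060 named rows. Results with the names as deposited are given among the alternatives.

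Computations were run in R 4.3.3. Counts were filtered by filterByExpr by group, scaled by TMM and fitted by the quasi-likelihood method of edgeR 4.0.16 with all 9 libraries in the model, and the contrasts were NHD13/MSI2 over NHD13, NHD13/MSI2 over control, NHD13 over control and a joint test of the 3 groups. The threshold was a Benjamini-Hochberg adjusted p under 0.01, the q-value of the paper. With 2 NHD13 libraries the spread of a gene was taken over the 3 groups, and the prior degrees of freedom were 3.38. CPM are TMM-normalized. Where every library of a group had 3 counts or fewer, the fold was computed against that floor and is given as a bound. The floors cover counting error only. Gene positions, transcript length and GC content are from GENCODE M21 on GRCm38, in which 95.6% of the tested symbols were found. They describe the genes and need not be the build that the authors used. The genes named are the 5 with the largest change each way among those past the threshold with a mean of at least 50 counts and with all 4 NHD13/MSI2 libraries on the same side of both NHD13 libraries, the genes that the paper names beside these samples or as cooperating or target genes, Xist and 4 Y-linked genes, and members of the marker lists. Hoxd13, Ddx3x and Actb were added after their values were seen. Marker lists (HSC, GMP, G1/S, G2/M, quiescence, RAS-MAPK output, B cell, T cell, erythroid, megakaryocyte, neutrophil, endothelial, fibroblast and Y-linked) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an adjusted p under 0.05 as the threshold. The value of 1 gene of the HSC list is not reported here. Libraries were clustered on Z-scores of log2 CPM with a prior count of 2.

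The tests were tested on simulated counts drawn from the means and spread of these libraries, with 200 genes changed. These genes had a mean of at least 50 counts and were changed by 2 or 3 on the log2 scale, up or down. The quasi-likelihood test called 145 of them (72.5%) and 2 unchanged genes among 13058 tested. DESeq2 1.42.0 called 172 (86%) and 25 unchanged genes. Both shares hold only for large changes in well-counted genes. With no gene changed, the quasi-likelihood test called 0 of 13081 genes, with 590 at an unadjusted p under 0.05. Library totals of 19242153 to 23013493 counts give a floor of 0.13 to 0.156 CPM before the TMM factors are applied. Each library was counted as a replicate, as the labels number them and as the group sizes in the legend of Fig. 4h have it. Pairs of libraries in a group differed by more than counting noise (chi-square per gene 18.2 to 408), which repeat preparations of a sample would do as well, so this comparison does not show whether the libraries came from separate mice. Control replicate 2 differs from control replicates 1 and 3 in Xist and the Y-linked genes and so does not share a donor with them; for the other pairs the counts leave this open. The groups, the model, the marker lists, the rule for named genes and the alternatives were chosen before the data were examined. These alternatives were DESeq2, RLE factors, no filter on low counts, a mean of at least 50 counts, an adjusted p under 0.05, a robust fit, the replicate number as a block, the removal of genes on chromosomes X and Y, a fit of only the groups compared, a pooled reference, other gene choices and distances for clustering, other list tests, the control group as the reference of the lists, CPM without TMM factors, and each library left out in turn. The names as deposited and the removal of trends with transcript length and GC content were added after the data had been seen. The curated gene sets, the human microarray data and the phenotypes of the mice were not analysed here.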

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

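The tests of replicate 4 below were chosen after that library had been seen to stand apart. In the 4 libraries labelled NHD13/MSI2, 37 values were examined for a library far from the other 3, by Dixon's criterion, and 9 stood out, against 1.85 expected by chance. Of these, 5 concern replicate 4.

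The TMM factor of replicate 4 was 0.785, against 0.969 to 0.974 in replicates 1 to 3. Its CPM was 241 for Msi2 (77.1 to 88.0 in the other 3), 1169 for Ikzf2 (331 to 363), 2914 for Nras (528 to 594) and 130 for Uty (102 to 106). Its 10 most abundant genes took 11.2% of the counts, against at most 8.12% in the other 8 libraries, and it held 795089 counts of Actb, against 152335 to 242781 elsewhere. The deviation of replicate 4 from the mean of the group exceeded 1 on the log2 scale at 22.6% of 10972 genes, against at most 5.90% in replicates 1 to 3. Several technical explanations are argued against by the tables. Its library total of 19625590 lies within the range of the others. The interquartile range of its log2 deviations was 1.04, against 0.45 to 0.52 in the other 3. It was 0.99 after each library's trends with transcript length and GC content had been removed. Without the 100 most abundant genes it was 1.04. So few of 10972 genes can hardly move an interquartile range, so this does not test whether dominant genes set replicate 4 apart. Spearman's rho of the deviations of replicate 4 across genes was 0.27 with transcript length and −0.15 with GC content. Added cells of another type would raise their abundant markers together, and the highest median deviations among 7 lists of other cell types were 0.34 for the erythroid list and 0.30 for the T cell list. The others were lower in replicate 4, at −0.43 for the endothelial, −0.60 for the B cell, −0.90 for the megakaryocyte, −1.77 for the neutrophil and −2.11 for the fibroblast list, and the mean log2 CPM of the GMP list was 5.71, against 6.57 to 7.02 in replicates 1 to 3. A swap with an NHD13 library is argued against by 646 genes called without replicate 4, at 82.4% of which it lay nearer to the other NHD13/MSI2 libraries. A lower share of some cells in replicate 4 therefore stays open. A difference in RNA quality or library preparation and a difference between the mice, such as a later stage of disease, also stay open and were not tested. Without replicate 4 the log2 fold change over NHD13 was −0.58 for Msi2, 0.65 for Ikzf2 and 0.22 for Nras, against −0.028, 1.30 and 1.24 with it.

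Of the 4 remaining values that stood out, 2 are in replicate 3. Bdh2 was at 4.93 CPM in replicate 3 and at 1.23 to 1.70 CPM in the others, all below control. Ddx3y was at 17.6 CPM in replicate 3 and at 3.83 to 5.98 CPM in the others, and its low level in all 4 libraries is taken up among the other observations. Xist was also highest in replicate 3, at 1.90 CPM, against 888 CPM in control replicate 1. Cdkn2a was at 0.103 CPM in replicate 1 and had 0 counts in the others, with every library at or under 3 counts, so this is a difference of 2 counts. Eif2s3y was at 180 CPM in replicate 2 and at 177 CPM in each of the others, and the distance is small beside the level. Chance gives distances of this kind, and no technical or biological explanation was tested for these 4 values.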

How the results depend on the processing

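Over the main comparisons, 298 values were recomputed under alternatives. Of these, 190 kept their direction and side of the threshold or moved within the spread, 96 moved, 3 were weaker and 9 changed sign. A number of genes counted as kept within 1.5 times of its main value. Among the single genes and other marker lists, 704 values gave 539 kept by the same rule, 88 weaker, 21 stronger, 45 moved and 11 with the opposite sign. A kept value can still differ in size. The log2 fold change of Nras, 1.24 in the main fit, was 0.14 with the replicate number as a block and counted as kept.

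The number of genes called between NHD13/MSI2 and NHD13 (423, 78 higher and 345 lower) was between 363 and 514 with RLE factors, a robust fit, no filter on low counts, a mean of at least 50 counts, or without genes on chromosomes X and Y. With DESeq2 it was 1286 (397 higher, 889 lower), and the 423 genes were all among them. DESeq2 also gave 2589 genes against control (1102 higher, 1487 lower), 594 between NHD13 and control (372 higher, 222 lower), 2646 among the 3 groups and 993 shared by both NHD13/MSI2 contrasts. At an adjusted p under 0.05 the counts were 1177 (299 and 878), 2745 (1140 and 1605), 386 (281 and 105), 2472 and 934, by the construction of the threshold. With only the 2 groups compared in the model the calls were 30 (4 higher, 26 lower) and, for NHD13 over control, 83 (54 higher), while those of NHD13/MSI2 over control rose from 1474 to 1602; the cause was not tested. With NHD13 and control pooled as the reference 839 genes were called (261 higher, 578 lower), and 333 of the 423 were among them. The share of lower calls was 81.6% with TMM, 80.6% with RLE factors, 74.6% at an adjusted p under 0.05, 69.1% with DESeq2 and 68.3% after trends with transcript length and GC content were removed, a correction that moved the median log2 fold change of all genes to 0.14 and raised the higher calls to 150; the causes of these shifts were not tested.

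Groups share replicate numbers, so a model with the replicate number as a block was fitted. Over 7 pairs of libraries with the same number, the correlation of deviations from the group means was −0.128 to 0.207, over 0.1 in 3 pairs, so the numbers do not pair the libraries. With the block 203 genes were called (149 lower, 73.4% of the calls), and the log2 fold change changed sign for Kdm5d (0.34), Uty (0.33), Hoxd13 (−0.039) and the Y-linked list (0.33). With the block the G2/M and the B cell list were past an adjusted p of 0.05 (0.0187 for each) and the endothelial list was not (0.107). The correlation is across 10972 genes.

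The fits that each left out a library gave between 153 and 646 genes for NHD13/MSI2 over NHD13 (29 to 211 higher, 124 to 435 lower), 647 to 2066 over control (253 to 968 and 394 to 1098), 38 to 251 for NHD13 over control (33 to 182 and 4 to 69) and 440 to 1743 among the 3 groups. The highest of each came without replicate 4 of NHD13/MSI2, where 394 of the 423 genes were called. Without either NHD13 library no test was made, since 1 library is then left in that group, and fold changes alone are given. Across these fits the log2 fold change of Msi2 lay between −0.58 and 0.18, and it was 0.12, 0.16 and 0.12 without replicate 1, 2 or 3. The median of the HSC list lay between −4.75 and −3.06, of the G1/S list between −0.15 and 0.16 (0.0065 without replicate 1 and 0.0091 without replicate 2 of NHD13/MSI2), of the quiescence list between −0.49 and 0.31, of the RAS-MAPK list between −0.20 and 0.62 and of the fibroblast list between −1.1 (without replicate 3 of NHD13/MSI2) and 2.61. Leaving out NHD13 replicate 1 gave the quiescence list a median of 0.31. The causes were not tested.

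With an estimated correlation the camera calls of the HSC (median −4.25) and GMP (0.64) lists were lost, and with fry that of the GMP list (0.64). With control as the reference the median changed sign for the G2/M (−0.18), quiescence (0.19), RAS-MAPK (−0.15), T cell (1.85), neutrophil (−1.69) and Y-linked (1.75) lists, another contrast by construction. With the gene names as deposited, an alternative chosen after seeing the data, the log2 fold change was −0.40 for Mpo, 0.078 for the G1/S list and −0.22 for the B cell list, and the adjusted Rand index was 0.43, because the names then stand beside other genes' counts. The index was 0.43 with all tested genes as well. Without TMM factors the mean CPM of Eif2s3y in NHD13/MSI2 was 165 in place of 178. With 19242153 or more counts per library, depth limits the genes at or under 3 counts, whose folds are bounds.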

Differences from the paper's values

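The paper gives 891 significant genes, where 423 were called here between NHD13/MSI2 and NHD13. Of the alternatives set before the data were examined, DESeq2 (1286), an adjusted p under 0.05 (1177), the pooled reference (839) and the fit without replicate 4 of NHD13/MSI2 (646) came within 1.5 times of the paper's value. RLE factors (408), no filter (514), a mean of at least 50 counts (378), the robust fit (398), the replicate block (203), the removal of genes on chromosomes X and Y (363), the fit of only 2 groups (30) and the other fits without a library (153 to 221) did not. The joint test of the 3 groups, another result of the same model, called 1189 genes, and the contrast with control called 1474, of which 599 were higher and 875 lower.

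The paper gives 754 downregulated genes, where 345 were called here. DESeq2 (889), an adjusted p under 0.05 (878) and the pooled reference (578) came within 1.5 times of the paper's value, while RLE factors (329), no filter (426), a mean of at least 50 counts (299), the robust fit (325), the replicate block (149), the removal of genes on chromosomes X and Y (293), the fit of only 2 groups (26) and the fits that each left out a library (124 to 435) did not.

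The paper gives 137 upregulated genes, where 78 were called here. None of the alternatives set before the data were examined came within 1.5 times of the paper's value; they ranged from 4 with only 2 groups to 397 with DESeq2. After trends with transcript length and GC content had been removed, an alternative chosen after seeing the values, 150 genes were higher. The same fit called 473 genes in all and 323 lower. These did not come within 1.5 times of the paper's 891 and 754.

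The paper describes induced MSI2 in the NHD13/MSI2 mice, whereas the log2 fold change of Msi2 in the libraries labelled NHD13/MSI2 was −0.028. Intracellular staining for MSI2 is shown in the paper for secondary recipients, while the value here counts reads on the mouse gene. Reads of a transgene need not align to that gene, so the value is no test of the induction. The paper places an NRAS activated signature and a reduced quiescent phenotype among its top ranked gene sets. The lists used here, which are not those sets, gave medians of 0.32 for RAS-MAPK output and −0.43 for quiescence, neither past the threshold. The paper names an increase of cells in G1 from flow cytometry, and the median of the G1/S gene list was −0.032.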

Other observations

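The tests of the displaced names by commonly used genes, of sex, of the targeted loci, of Ddx3y with the other Y-linked genes, of a mislabelled group and of the share of HSCs were chosen after the values concerned had been seen. The other tests were set before theirs.

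The gene names after the March genes stand 2 rows above their counts in the deposited table. With the names as deposited, Xist and Uty have 0 counts in every library, and after the move Xist has 21712 counts in control replicate 1 and 49 in control replicate 2. A displaced name column was first tested on 76 ribosomal protein genes, whose median CPM was 369 after the move and 269 with the names as deposited. That test did not decide, since neighbours in alphabetical order are ribosomal protein genes too. A second list of 20 genes that most cells use, chosen after the first test and after the displacement was known, had a median of 663 CPM after the move and 25.4 CPM with the names as deposited, which is in line with a displaced column. How the names came to be displaced was not tested.

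More genes were lower than higher in NHD13/MSI2 over NHD13. With RLE factors 80.6% of the calls were lower, but these factors moved the median log2 fold change of all genes only from −0.028 to −0.012, and 407 of the 408 calls were shared with TMM. They are thus no test of normalization, which stays open. The share was 67.3% without replicate 4 of NHD13/MSI2 and 68.3% with the trends with length and GC content removed. Both moved the share and neither brought it to an even split. The higher calls rose from 78 to 211 without replicate 4 and to 150 with the trends removed. The lower calls went from 345 to 435 and 323, so the lower calls themselves largely stayed. No biological explanation was tested. Of the 15 splits of the 6 libraries into 4 and 2, the labelled split was the 1 split that gave as many genes, and the highest of the others gave 1 gene. With 15 splits a share of splits below 6.67% cannot be had. In simulated counts with no gene changed, 0 of 13081 genes were called, with 590 at an unadjusted p under 0.05. These counts gave all libraries the same spread at a gene. Replicate 4 of NHD13/MSI2 departs from this, with an interquartile range of log2 deviations of 1.04, against 0.45 to 0.52 in replicates 1 to 3. The simulation therefore cannot exclude false calls among the 423. Of the 35 splits of the 7 NHD13/MSI2 and control libraries, 1 split gave as many genes, the labelled one, and the highest of the others gave 2 genes.

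The contrasts of NHD13/MSI2 with NHD13 and with control shared 340 calls in the same direction (59 higher and 281 lower). Both contrasts use the same NHD13/MSI2 libraries. In 20 simulations of unchanged groups against these libraries, and in simulations of all libraries, the highest number of shared calls was 0. With no gene changed there are hardly any calls to share, as 0 of 13081 genes were called in such counts. The simulations therefore cannot show whether 340 is more than the shared libraries alone would give. The 2 log2 fold changes correlated at 0.713 across genes, which are not independent, against medians of 0.369 with all libraries simulated and 0.082 with the groups simulated around the NHD13/MSI2 libraries. The control libraries differ among themselves in their names (bulk, or MPP and HSC) and in sex. Without control replicate 1, 2 or 3, 703, 753 and 647 genes were called against control, in place of 1474, so the fall is not particular to replicate 1, whose name carries the word bulk. The name bulk belongs to a single library, so a value within it cannot be had.

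X-linked genes were over-represented among the lower calls, at 37 of 453 tested (8.17%), against 293 of 12308 autosomal genes (2.38%), an odds ratio of 3.65 (95% interval 2.48 to 5.23, Fisher's exact test). Single autosomes ranged from 1.20% to 4.07%. Among higher calls, 1 was X-linked and 75 autosomal. Over control, 14.3% of X-linked and 6.23% of autosomal genes were lower, in a contrast that mixes sexes. A difference in sex between NHD13 and NHD13/MSI2 is argued against by Xist, at most 1.90 CPM in these 6 libraries. Expression level, transcript length and GC content do not account for it, since the odds ratio was 2.61 (95% interval 1.78 to 3.83) in a logistic model with them. Without replicate 4 of NHD13/MSI2 it was 3.21 (95% interval 2.23 to 4.52). No biological explanation was tested.

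The MSI2 and rTTA alleles were targeted to the Col1a1 and Gt(ROSA)26Sor loci, so strain variants near them were tested as a source of calls. Of 346 tested genes within 10 Mb of either locus, 12 were called (3.47%), against 3.17% elsewhere (odds ratio 1.10, two-sided Fisher's exact test, p = 0.755). Variants near the loci therefore do not account for most calls.

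Ddx3y was at 172 and 250 CPM in the NHD13 libraries and at 3.83, 5.98, 17.6 and 5.52 CPM in the libraries labelled NHD13/MSI2, a log2 fold change of −4.67 (adjusted p = 0.191 by edgeR's quasi-likelihood test, where the mixed sexes of the controls widen the spread). In the model of the NHD13 and NHD13/MSI2 libraries alone the adjusted p was 0.0162. Over the alternatives with a test it was between 0.00445, without control replicate 2, and 0.405, with the replicate number as a block. Loss of the Y chromosome is argued against by the other Y-linked genes, with a median log2 fold change of −0.17 (Eif2s3y 0.43, Kdm5d −0.17 and Uty −0.31). Reads passing to the paralog Ddx3x are argued against by its rise of 43.4 CPM, at most 87.2 CPM in a library, beside a loss of 203 CPM. A strain or donor difference in Ddx3y and a regulated fall of this gene both may account for it and were not tested.

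Msi2 was not higher in the libraries labelled NHD13/MSI2. A displaced name is argued against, as 0 of the rows within 4 rows of the name had higher counts in all 4 libraries. A mislabelled group cannot be told apart from this, because the paper's ranked list, with which 99.9% of 1900 genes had the same sign, was computed from the same labels. A human or codon-changed transgene whose reads do not align to the mouse gene could leave Msi2 unchanged, and this was not tested. Over control the log2 fold change of Msi2 was −1.13 (adjusted p = 0.0688, edgeR's quasi-likelihood test), and the two-sided exact permutation test over 35 splits gave p = 0.0857.

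The HSC list was lower without replicate 4 of NHD13/MSI2 as well, with a median of −4.14. A lower share of HSCs among the sorted LSKs cannot be told apart from a fall within the same cells, since 13 genes of the list were called lower and none higher over all tested genes, with 2 higher at an unadjusted p under 0.05. These 2 genes, Mecom (log2 fold change 2.36) and Robo4 (1.38), moved against the list, which fewer HSCs alone would not give. By flow cytometry the paper reports fewer phenotypic HSCs among LSKs after a short MSI2 induction. It also reports lower HSC chimerism in diseased NHD13/MSI2 mice than in NHD13 and control mice. Those mice were at other stages than the ones sequenced, and the share of HSCs in these libraries was not measured here. Over control, Mecom, whose adjusted p over NHD13 ran from 4.96e-07 with DESeq2 to 0.0471 in the fit of the 2 groups alone, had a log2 fold change of 3.57 (adjusted p = 0.000421, edgeR's quasi-likelihood test) and was higher in 4 of 4 libraries.

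The remaining marker lists were tested with camera on NHD13/MSI2 over NHD13, and medians are of log2 fold changes. The megakaryocyte list was lower (−3.20, adjusted p = 0.000163), as was the endothelial list (−3.06, or −1.15 with genes at the floor set to their bound, adjusted p = 0.0237), whose Emcn is also in the HSC list. Under fry the adjusted p was 0.109 and 0.0291, and with an estimated correlation 0.472 and 0.429. The B cell list had a median of 1.32 (0.78 at the bound, adjusted p = 0.0688), the erythroid list −1.56 (−0.83 at the bound, adjusted p = 0.104), the neutrophil list 0.27 (adjusted p = 0.104), the fibroblast list 1.61 (0.18 at the bound, adjusted p = 0.808) and the Y-linked list −0.24 (adjusted p = 0.842). In the T cell list (−1.44, adjusted p = 0.423) members moved apart, with Cd5 (2.30, adjusted p = 0.00412) and Cd6 (2.46, adjusted p = 0.00158) higher and Lck (−1.44, adjusted p = 0.00426) lower by edgeR's quasi-likelihood test. Of these, Cd5 was not past 0.01 without control replicate 1 (adjusted p = 0.0112) or without replicate 1 or 3 of NHD13/MSI2 (0.0103 and 0.0128), and Lck was not without any one control (0.0103, 0.0112 and 0.0116) or without replicate 1 of NHD13/MSI2 (0.0158). Over the alternatives the lowest adjusted p, from DESeq2, was 1.33e-11 for Cd5 and 7.79e-07 for Lck, and the highest was 0.02 and 0.03. Several of the medians hang on a single library. Without NHD13 replicate 1, where no test can be made, the median was 2.33 for the T cell, −0.90 for the megakaryocyte, 1.91 for the neutrophil, 3.21 for the B cell, −0.91 for the erythroid, −2.61 for the endothelial and 2.61 for the fibroblast list, and without NHD13 replicate 2 that of the neutrophil list was −0.33. The neutrophil median was also 0.17, 0.025 and 0.56 without replicate 1, 3 or 4 of NHD13/MSI2, the B cell median 0.80 without replicate 1 and the fibroblast median 0.57, 0.60 and −1.1 without replicate 1, 2 or 3. Calls at an adjusted p under 0.05 changed as well. The B cell list was past it without control replicate 1 or 2 (0.0182 and 0.0431) and with a mean of at least 50 counts (0.0242), and the erythroid list without replicate 3 of NHD13/MSI2 (median −2.65, adjusted p = 0.00189), while the endothelial list was not past it without replicate 3 or 4 of NHD13/MSI2 (0.0514 and 0.0737) or with a mean of at least 50 counts (0.117). With an estimated correlation, the highest adjusted p of the alternatives for the NHD13 reference was 0.758 for the B cell and the erythroid list and 0.429 for the endothelial list.

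Of the genes that the paper names from other work, Meis1 was at 861 ± 155 CPM (SD, n = 3) in control, 340 ± 258 (SD, n = 2) in NHD13 and 6.62 ± 3.53 (SD, n = 4) in the labelled NHD13/MSI2 libraries, a log2 fold change of −5.69 over NHD13 (adjusted p = 0.0007, edgeR's quasi-likelihood test). It lies on the minus strand of chromosome 11 of GRCm38 from 18879817 to 19018985. By the same test the log2 fold change over NHD13 was 0.39 for Hoxa9 (adjusted p = 0.327), 0.14 for Myc (0.857), 1.30 for Ikzf2 (0.19), −0.36 for Tspan3 (0.559), −0.93 for Flt3 (0.229) and 0.23 for Trp53 (0.415), none past the threshold. Some of these values hang on a single library. For Meis1 the log2 fold change was −4.55 without NHD13 replicate 1 and −6.27 without NHD13 replicate 2, with no test. Without NHD13 replicate 1 or 2 the log2 fold change was −0.34 and 0.98 for Myc, −1.52 and 0.24 for Flt3, 0.18 and 0.73 for Hoxa9, 0.14 and 0.39 for Trp53 and −0.48 and −0.16 for Tspan3, and without replicate 4 of NHD13/MSI2 it was 0.65 for Ikzf2 and −0.13 for Tspan3. Cdkn2a had at most 3 counts in any library and was not tested. The Mpo gene had a log2 fold change of 1.67 (adjusted p = 0.0127). Of the fits that left out a control or NHD13/MSI2 library, Mpo was past 0.01 only without replicate 4 of NHD13/MSI2 (adjusted p = 0.00536), and with its name realigned its adjusted p ran from 7.33e-07 with DESeq2 to 0.0586 in the fit of the 2 groups alone.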
